A study of Escherichia coli with 9 samples. Its data were reported in "High-throughput analyses of a reconstituted diversity-generating retroelement identify intrinsic and extrinsic determinants of diversification" (2026).

How the data were processed

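Escherichia coli MG1655, a standard laboratory K-12 strain, carried a plasmid that expresses the diversity-generating retroelement of Bordetella phage BPP-1. Cultures were grown in lysogeny broth with 0.2% arabinose for 2 h per the labels, and total RNA was extracted without DNase. The error-prone reverse transcriptase of the element, bRT, copies a template repeat (TR) RNA into cDNA and inserts wrong bases opposite template adenines. In the authors' protocol the extracted RNA was first reverse transcribed with another enzyme, Induro RT, from primers that bind the 3' end of the cDNA. The products were amplified by PCR across the junction of cDNA and TR RNA, and a second PCR added barcodes. Illumina reads were aligned to the template with minimap2 in its short-read preset. The methods for these tables do not give the version of the aligner.

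The deposited tables hold, for each library and each adenine, the count of reads with A, C, G or T in the cDNA and their sum, beside the same values as a fraction of the sum, all made by the authors. The columns also repeat their header text between blocks of lines, so the unit was recorded as other and every line was read by its block. Sums of the 4 base counts equalled the deposited total in all 342 lines (0 differed). Lines stood in the order of the adenines read from the 3' end of the template in 9 of 9 libraries. A further set of deposited tables gives the same count and fraction by the 2 template bases 3' of the adenine; in the 108 of 108 library and class pairs that rest on a single adenine, the counts equalled those of the first set. All libraries were used and no line was filtered out. Read counts carry no molecular identifiers, so intervals and floors cover counting error only. The deepest adenine had between 280138 and 498139 reads, and the widest 95% counting interval of a misincorporation value reached 0.187 points to either side. The labels do not say that replicates are separate cultures. The methods call the reads behind the sequence logos biological, while the figure legend describes them as pooled from triplicate sequencing runs. The p-values of tests over libraries therefore measure the spread between these libraries, which may be partly technical. Those of tests over contexts measure the spread between contexts.

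The correct cDNA base opposite adenine is T. Misincorporation was computed as the percent of reads at an adenine with A, C or G, and incorporation of one base as the percent of reads with that base. Contexts are written as RNA from 5' to 3' with the adenine in the middle. The 3' neighbour is the base that bRT reads just before the adenine, and the 5' neighbour is the base it reads next. The 16 contexts were weighted equally. Values are means ± SD over libraries.

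Tests, the alternatives listed below and the rule for naming contexts were chosen before the data were examined. The study had reported, from these libraries, the stronger 3' neighbour, the guanine excess in NAC and before CC, and the adenine excess at AAC. Tests of these patterns describe the same data and are not independent support for them. For these tables the study's methods describe heatmaps and no test. Libraries of the 3 arrangements were compared by an exact permutation test of the one-way F statistic over the 280 partitions of 9 libraries into 3 groups of 3, whose smallest p is 0.00357. A comparison of 3 libraries against 3 cannot go below 0.1. Contrasts measured in every library were tested by exact two-sided sign flips over 9 libraries (512 sign patterns, smallest p 0.00391), and contrasts over contexts by exact two-sided sign flips over 16 contexts (65536 patterns). The effect of a neighbour was the share of the sum of squares over contexts that lay between its 4 bases, tested over all partitions of 16 contexts into 4 sets of 4. The 4 NAC contexts were set against the other 12 over all such splits of 16. Position within the template and correlations across contexts used 100000 resamples. Adjusted p-values are Benjamini-Hochberg values over 8 neighbour tests, 16 contexts, 48 pairs of context and base, 12 correlations or 3 spectrum tests, with a threshold of 0.05.

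The named contexts are the 4 highest and 3 lowest in misincorporation, all NAC contexts for G, the 3 highest for A, the 3 highest and 3 lowest for C, and the 5 largest and 3 smallest ranges between arrangements. Among classes by 2 bases, those with C as the 3' neighbour and the 4 that begin with a pair of adenines were named.

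The arrangement test was tried on simulated libraries with the measured context means and read numbers and the replicate spread of Arrangements 1 and 2, which is smaller than that of Arrangement 3. With 4 of 16 contexts set apart by 10 points between each arrangement and the next, the arrangement test recovered 99.1% of them after adjustment. With 1 arrangement shifted by 10 points, 98.5% of the changed contexts had an unadjusted p below 0.05 and 5.12% passed after adjustment, so a context that differs in 1 arrangement is often missed. With no shift, 0% of 200 runs gave a call. A single context at the smallest p, 0.00357, cannot pass after adjustment over 16, so a low rate of calls is partly built in. The neighbour test was tried on made-up context values with a preset effect, and gave p below 0.05 in 100 of 100 runs with the effect and in 4 of 100 without.

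Alternatives were leaving out each library and each arrangement, a logit scale with 0.5 added to counts, weighting by reads, leaving out the 6 contexts whose adenine lies within 2 bases of a junction between 12-nt blocks, leaving out NAC contexts, percent of misincorporated reads in place of all reads, the replicate number as a block, a quasi-binomial model on the counts, and limma on logit values. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.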

Results

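The fidelity of BPP-1 bRT was profiled on 3 synthetic templates, each of which holds all 16 NAN trinucleotides within 36 nt. The templates carry the same 3 blocks of 12 nt in a different order, so that every adenine was copied near the 5' end, in the middle and near the 3' end. Read from 5' to 3', Arrangement 1 was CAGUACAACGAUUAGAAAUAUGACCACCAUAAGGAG, Arrangement 2 was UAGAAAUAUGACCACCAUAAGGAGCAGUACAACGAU, and Arrangement 3 was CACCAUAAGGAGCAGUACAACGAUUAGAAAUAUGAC. These are plasmid-borne synthetic sequences with no place in the E. coli chromosome. Each arrangement was measured in 3 libraries. 

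Opposite template adenines, 30.7% ± 3.67 of reads carried a wrong base (SD, n = 9 libraries). Cytosine made up 59.6% ± 2.65 of the errors, guanine 26.2% ± 2.77 and adenine 14.3% ± 0.684. Across the 16 contexts, incorporation of cytosine exceeded that of adenine by 13.9 percentage points (exact sign-flip test, two-sided, adjusted p = 0.00101). Its excess of 10.2 points over guanine did not pass the test (exact sign-flip test, adjusted p = 0.0823), nor did the 3.68 points by which guanine exceeded adenine (exact sign-flip test, adjusted p = 0.406). These tests measure the spread between contexts and not between libraries. Over the 9 libraries, cytosine made up 55.4% to 63.2% of the errors, guanine 23.1% to 30.5% and adenine 13.2% to 15.2%. The order was thus the same in every library. On the logit scale the excess of cytosine over guanine passed, at 3.06 (exact sign-flip test, adjusted p = 0.00256), and guanine minus adenine had the opposite sign, -1.14 (exact sign-flip test, adjusted p = 0.129).

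The error ranged widely between contexts. Misincorporation was highest in GAC at 57.7% ± 5.47 and in CAC at 52.4% ± 8.16 (SD, n = 9 for all values by context). CAA followed at 40.8% ± 8.69 and UAC at 40.8% ± 6.81. The lowest values were 14.4% ± 4.31 in GAG, 14.9% ± 1.92 in UAU and 18.2% ± 6.54 in GAU.

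**Figure D1:**
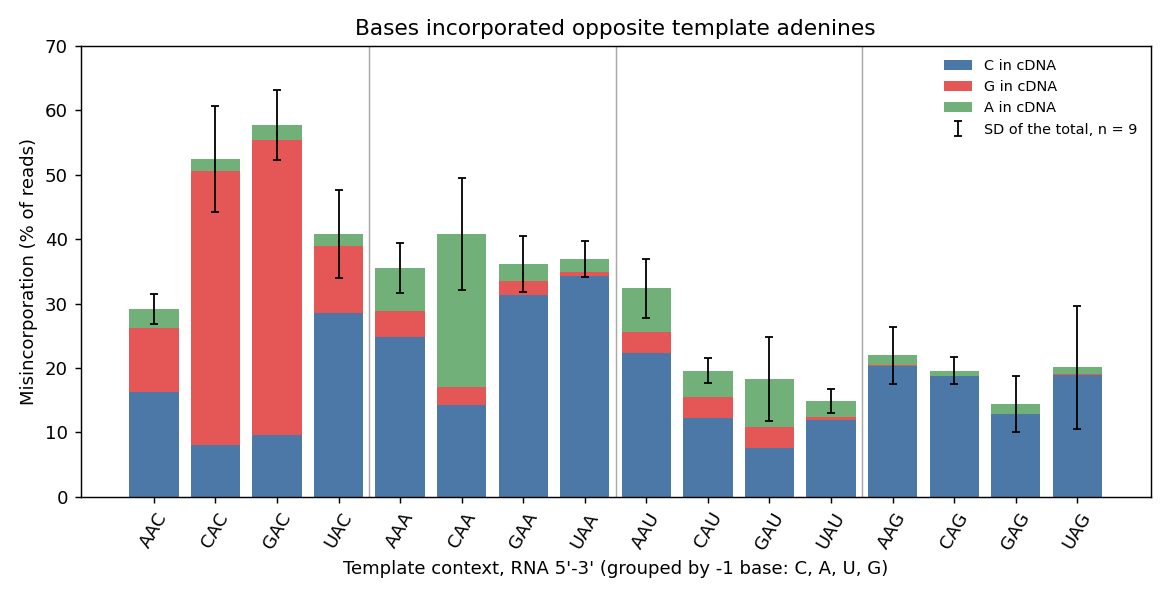
Stacked bars give the percent of reads with C, G or A in the cDNA opposite the adenine of each of the 16 template contexts, as means over 9 libraries, grouped by the 3' neighbour of the adenine, and error bars are the SD of the total. Guanine makes up most of the bar in CAC and GAC, adenine does so in CAA, and bars with G as the 3' neighbour hold almost no guanine.

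The 2 neighbours of the adenine were compared to ask which of them sets the error. The 3' neighbour went with large differences. Misincorporation was 45.0% ± 4.64 in NAC, 37.3% ± 4.65 in NAA, 21.2% ± 3.12 in NAU and 19.0% ± 3.52 in NAG (SD, n = 9). The 3' neighbour took up 72.7% of the sum of squares over contexts (exact partition test, adjusted p = 0.00449). For the 5' neighbour the means lay between 28.2% ± 3.41 in UAN and 33.1% ± 4.83 in CAN, and its share was 2.14% (exact partition test, adjusted p = 0.965). Within single libraries the share of the 3' neighbour exceeded that of the 5' neighbour by a mean of 65.8 points for total misincorporation and by 50.6 points for guanine, in 9 of 9 libraries each (exact sign-flip test, two-sided, p = 0.00391, the smallest it can give). All libraries hold the same 16 contexts, so this test covers the spread between libraries.

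By base, the 3' neighbour passed the test for guanine, with a share of 62.7% (exact partition test, adjusted p = 0.000758). It did not pass for adenine, with a share of 29.4%, or for cytosine, with 36.3% (exact partition test, adjusted p = 0.266 for each). On the logit scale the share for adenine was 53.8% and passed, and without the NAC contexts the share for guanine, 57.8%, did not. The 5' neighbour passed for no base, with shares of 10.2% for guanine, 15.3% for adenine and 26.2% for cytosine (exact partition test, lowest adjusted p = 0.454).

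Guanine was incorporated mainly in NAC. The mean was 27.2% ± 4.41 in NAC, 2.53% ± 1.28 in NAU, 2.40% ± 0.507 in NAA and 0.0885% ± 0.0736 in NAG (SD, n = 9). The NAC contexts exceeded the other 12 by 25.5 points (exact permutation test over the splits of 16 contexts, two-sided, p = 0.000549, the smallest it can give). The contrast was taken from the study's report on these same libraries, so its p-value is not independent support. Within NAC, guanine reached 45.9% ± 5.01 in GAC and 42.5% ± 10.2 in CAC, against 10.4% ± 5.90 in UAC and 9.95% ± 1.77 in AAC.

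Both GAC and CAC are followed by a further C. The classes by 2 bases were used to ask whether the second base 3' of the adenine matters. An adenine followed by CC received guanine in 44.3% ± 6.53 of reads, one followed by CA in 10.4% ± 5.90 and one followed by CG in 9.95% ± 1.77 (SD, n = 9). The first exceeded the mean of the other 2 by 34.1 ± 5.85 points, in 9 of 9 libraries (exact sign-flip test, two-sided, p = 0.00391). Only 2 adenines lie behind the CC class and 1 behind each of the others, so the test covers libraries and not adenines. Within NAC the second base goes with the 5' neighbour (CC in GAC and CAC, CA in UAC, CG in AAC), so the contrast cannot separate the effects of these bases.

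Adenine was the leading error at CAA in 9 of 9 libraries and at GAU in 4 of 9, and at no other context in any library. Its incorporation was 23.8% ± 5.52 in CAA, 7.45% ± 2.22 in GAU and 6.77% ± 1.02 in AAU (SD, n = 9). The CAA adenine is the first of an AAC triplet, the motif that prevails in the natural BPP-1 template. Adenines followed by AU, AA and AG received adenine in 6.73% ± 0.715, 2.63% ± 0.545 and 1.96% ± 0.407 of reads. The adenine followed by AC exceeded the mean of these 3 by 20.0 ± 5.69 points, in 9 of 9 libraries (exact sign-flip test, two-sided, p = 0.00391). Each template has 1 such adenine, always in CAA, while the others lie in AAA, GAA and UAA. Within this contrast the AC that follows and the 5' C therefore cannot be separated. The other contexts with a 5' C received adenine in 4.09% ± 0.674 (CAU), 1.87% ± 0.653 (CAC) and 0.845% ± 0.140 (CAG) of reads. These values argue against an effect of the 5' C by itself, while a joint effect with the bases that follow stays open. At the CAA adenine, cytosine incorporation was 14.2% ± 2.45 and guanine incorporation 2.83% ± 1.11.

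Cytosine incorporation was highest in UAA at 34.2% ± 2.70, in GAA at 31.3% ± 4.54 and in UAC at 28.5% ± 10.7 (SD, n = 9). It was lowest in GAU at 7.62% ± 1.24, in CAC at 8.02% ± 2.18 and in GAC at 9.56% ± 1.25.

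The rearranged templates address whether a context gives the same error elsewhere in the RNA. Across the 16 contexts, misincorporation correlated between Arrangements 1 and 2 with Pearson's r = 0.868 and Spearman's rho = 0.841, between Arrangements 1 and 3 with r = 0.932 and rho = 0.915, and between Arrangements 2 and 3 with r = 0.910 and rho = 0.853 (permutation tests with 100000 resamples, two-sided, adjusted p at most 0.000132 over 12 correlations). Without the 2 contexts farthest from the median, r was 0.792, 0.932 and 0.839. These correlations are across contexts, which are not independent replicates. The lowest r among the single bases was 0.677, for cytosine between Arrangements 1 and 2 (permutation test, adjusted p = 0.0045).

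Mean misincorporation was 32.6% ± 0.585 in Arrangement 1, 32.8% ± 0.570 in Arrangement 2 and 26.5% ± 3.91 in Arrangement 3 (SD, n = 3 each). The arrangements differed (exact permutation test of F over 280 partitions, p = 0.0286). The 3 libraries of Arrangement 3 lay at 25.0%, 23.6% and 31.0%. Leaving out any 1 library of Arrangements 1 or 2 took p to between 0.0571 and 0.0643 (exact permutation test). Arrangement 3 was also the arrangement with uneven read numbers: its CAC adenine, at position 2 from the 5' end, had 19.2% fewer reads on average than the deepest adenine of the same library, while the shallowest adenine lacked between 1.88% and 5.64% of reads in the libraries of Arrangements 1 and 2.

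**Figure D2:**
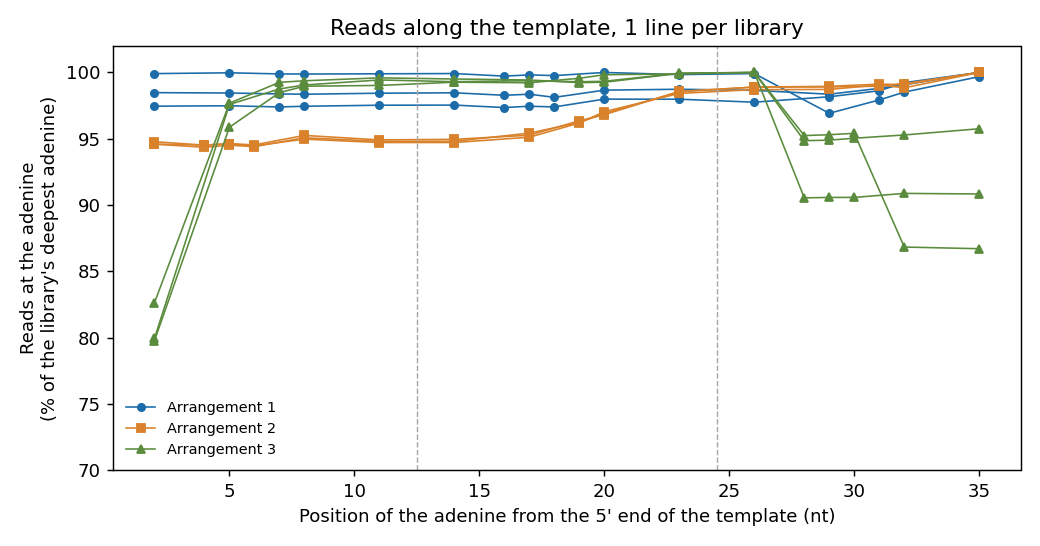
Reads at each adenine, as a percent of the deepest adenine of the same library, against the position of the adenine in nt from the 5' end of the template, with 1 line for each of 9 libraries, a vertical axis that starts at 70% and dashed lines at the junctions between blocks. In Arrangement 3 the reads fall at both ends, by between 17.4% and 20.2% at the CAC adenine, and in Arrangements 1 and 2 no adenine lacks more than 5.64%.

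Single contexts differed between arrangements. Of 16 contexts, 5 passed the test for total misincorporation (exact permutation test of F, adjusted over 16; 7 had an unadjusted p below 0.05): UAG, CAA, CAC, GAU and AAG, the last of which was named after its values were seen. UAG was 32.6% ± 0.377 in Arrangement 2, against 14.9% ± 1.34 in Arrangement 1 and 12.8% ± 2.31 in Arrangement 3 (n = 3 each, exact permutation test, adjusted p = 0.0429). GAU was 26.7% ± 1.59 in Arrangement 2, against 14.8% ± 0.450 and 13.2% ± 2.28 (exact permutation test, adjusted p = 0.0457). CAA fell from 49.1% ± 1.66 in Arrangement 1 to 43.1% ± 1.84 in Arrangement 2 and 30.2% ± 4.02 in Arrangement 3 (exact permutation test, adjusted p = 0.0286). AAG was 26.2% ± 1.34, 23.3% ± 0.925 and 16.5% ± 1.33 in the same order (exact permutation test, adjusted p = 0.0286). CAC was 58.4% ± 0.798, 55.0% ± 0.600 and 43.9% ± 9.59 (exact permutation test, adjusted p = 0.0381), and its range of 14.5 points shrank to 4.34 when missing reads were counted as misincorporated (exact permutation test, adjusted p = 0.632; 0.00519 to 0.632 over its alternatives). CAA, AAG and CAC were lowest in Arrangement 3, whose mean over all contexts was also lowest. Their tests do not separate a general drop from a change at single contexts. With libraries scaled to one mean, the range of CAA was 11.2 points and passed (exact permutation test, adjusted p = 0.0143). That of CAC was 4.58 points and did not (exact permutation test, adjusted p = 0.111). With the replicate number as a block, no context passed. UAG and GAU kept their ranges when single libraries were left out, at least 18.9 and 12.8 points, but passed only without Arrangement 3 replicate 3 (exact permutation test, adjusted p = 0.00519), and not without any other library (adjusted p from 0.0571 to 0.0857 for UAG and to 0.0914 for GAU). The count of 5 became 16 without Arrangement 3 replicate 3, 3 without its replicate 1 or 2, 2 without Arrangement 1 replicate 1 or 2 or Arrangement 2 replicate 1, and 0 without Arrangement 1 replicate 3 or Arrangement 2 replicate 2 or 3, where 7, 6 and 6 contexts had an unadjusted p below 0.05.

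By base, 12 of 48 pairs of context and base passed (exact permutation test of F, adjusted over 48; 22 had an unadjusted p below 0.05), 6 of them for cytosine, 5 for guanine and 1 for adenine. The count of 12 became 0 without any 1 library of Arrangement 1 or without Arrangement 2 replicate 1 or 3, where between 15 and 19 pairs had an unadjusted p below 0.05, 4 without Arrangement 2 replicate 2, 7, 8 and 21 without Arrangement 3 replicates 1, 2 and 3, and 0 with the replicate number as a block, where 12 had an unadjusted p below 0.05. UAC differed between arrangements in the bases inserted. Its cytosine incorporation was 40.4% ± 5.17 in Arrangement 1, 17.5% ± 0.781 in Arrangement 2 and 27.8% ± 5.81 in Arrangement 3 (n = 3 each, exact permutation test, adjusted p = 0.0245). Its guanine incorporation was 5.89% ± 0.883, 18.2% ± 0.441 and 7.22% ± 1.17 (exact permutation test, adjusted p = 0.0429). Total misincorporation at UAC did not pass, with 48.3% ± 4.91, 37.7% ± 0.466 and 36.4% ± 5.76 (exact permutation test, adjusted p = 0.0987). Guanine at GAU was 8.13% ± 0.607 in Arrangement 2, 0.580% ± 0.392 in Arrangement 1 and 0.769% ± 0.490 in Arrangement 3, which did not pass (exact permutation test, adjusted p = 0.0643). The smallest ranges between arrangement means were 0.683 points in UAU, 2.84 points in AAC and 3.41 points in CAU, and none of these contexts passed for total misincorporation. These small ranges were not stable: without Arrangement 3 replicate 3 they were 2.76, 4.83 and 4.76 points and passed (exact permutation test, adjusted p = 0.0321, 0.0204 and 0.00519). UAU also passed at 6.16 points with missing reads counted as misincorporated, and UAU and AAC passed with libraries scaled to one mean.

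**Figure D3:**
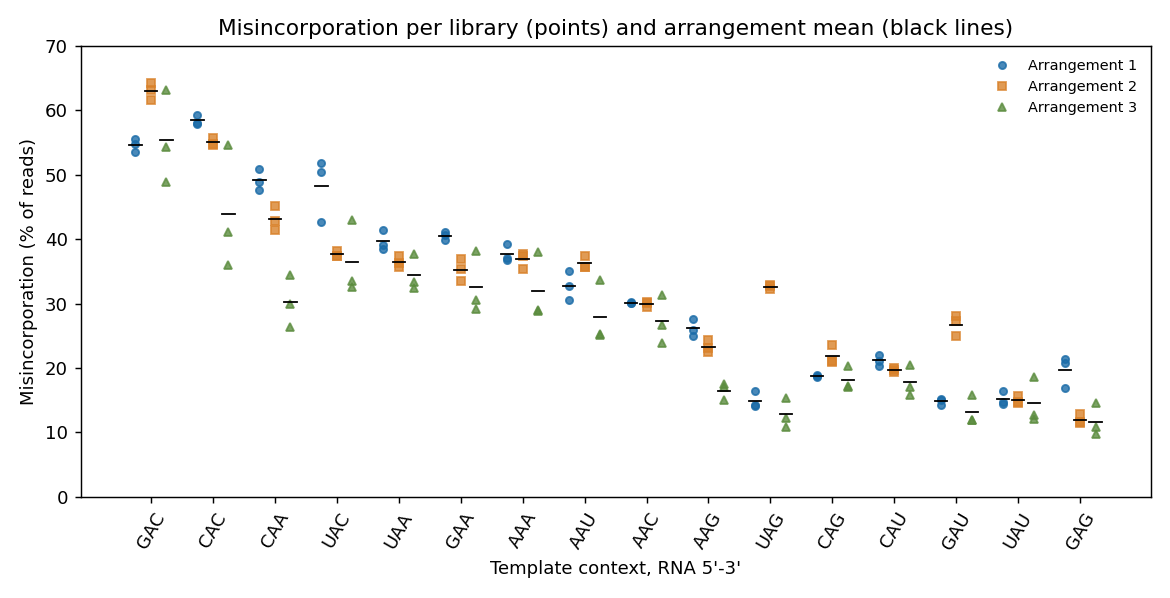
Misincorporation in percent of reads for each of the 16 template contexts, ordered by their mean, with 1 point per library (3 per arrangement) and a black line at the arrangement mean. UAG and GAU lie at 32.6% and 26.7% in Arrangement 2, above both other arrangements, and CAA is lowest in Arrangement 3 at 30.2%.

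Place within the template was compared with each adenine as its own reference. Mean misincorporation was 31.5% in the 5' block, 29.2% in the middle block and 31.2% in the 3' block, and these did not differ detectably (permutation test within 16 adenines, 100000 resamples, p = 0.457). Place cannot be separated from the combination of arrangement and block in this design.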

Values the study reported

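The study reported an average misincorporation of 30.65% opposite template adenines. It gave the makeup of the errors as 59.3% cytosine, 26.4% guanine and 14.3% adenine. For guanine incorporation it gave 26.8% in NAC, 2.4% in NAA, 2.5% in NAT and 0.08% in NAG, and 44.3% where the adenine is followed by CC. At the first adenine of AAC it gave 23.8% adenine and 14.2% cytosine.
For the AAC codon, counted on reads, it reported 68% mutated codons, with tyrosine at 14%, serine at 12% and aspartic acid at 10%.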

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

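The tests on other groupings of the libraries were chosen after the result was seen. The excess of adenine incorporation at the adenine followed by AC, over adenines followed by AA, AG or AU, differed between arrangements. It was 25.0 ± 0.500 points in Arrangement 1, 22.4 ± 1.54 points in Arrangement 2 and 12.7 ± 0.566 points in Arrangement 3 (SD, n = 3 each), a spread of 12.3 points (exact permutation test of F over 280 partitions, adjusted p = 0.0107 over 3 contrasts). Total misincorporation at that adenine, in CAA, fell in the same order, at 49.1%, 43.1% and 30.2%. The excess in percent of reads therefore does not show a changed share of adenine among the errors. The contrast was above 0 in 9 of 9 libraries. The same test of the guanine excess in NAC, 25.2, 29.2 and 22.2 points by arrangement, and of the guanine excess before CC, 39.4, 33.8 and 29.2 points, did not pass (exact permutation test, adjusted p = 0.111 for each). Single outlying libraries were not tested.

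Other groupings of the same libraries were tested for as many contexts. Of 100 splits, the real one included, 2 gave 5 or more contexts for total misincorporation. The real split gave 5 and the highest other split 6. So many contexts were uncommon among splits, but a false grouping gave more than the real one. The splits reuse the same libraries and the same test, so chance is not excluded. For pairs of context and base, 1 of 100 splits gave as many as the 12 of the real one, and the highest other split gave 0.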

How the results depend on the processing

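The tests with libraries scaled to one mean, with missing reads counted as misincorporated and without UAG and GAU were chosen after seeing the data; the rest were planned. Of 287 alternatives of the 21 main results other than counts, 273 kept direction and side of the threshold, and 15 results did so under every alternative run; of 31 alternatives of the 2 counts, 9 stayed within 1.5 times. On the logit scale the excess of cytosine over guanine was 3.06 and passed, guanine minus adenine turned to -1.14, the share of the 3' neighbour for adenine was 53.8% and passed, and the 3' minus 5' block difference, -0.305 points in percent, was 0.0110. That difference was 0.402 with libraries scaled to one mean and 0.218 without UAG and GAU, but -1.48 without adenines near a junction and -0.797 with missing reads counted as misincorporated, and never passed. Without the NAC contexts the share of the 3' neighbour for guanine, 57.8%, did not pass; fewer contexts were tested. The cause of the other changes was not tested. The deficit of Arrangement 3 lay between -8.38 and -4.70 points when each library was left out, and passed only when the library left out was from Arrangement 3. Contexts that differed between arrangements, 5 of 16, were 2 of the 10 left without adenines near a junction, which drops UAG, GAU and CAC. They were 12 with libraries scaled to one mean, 10 with limma and 5 with the quasi-binomial model. For total misincorporation limma used 1 variance common to all contexts and treated it as known. Contexts of 1 library can move together, so its p-values may be too small and its count too high. With each library left out the number of contexts lay between 0 and 16. It was 16 without Arrangement 3 replicate 3, 3 without its replicate 1 or 2, and 2 or 0 without any other library. Pairs of context and base, 12 of 48, were 17 with limma, 14 with the quasi-binomial model, and between 0 and 21 with each library left out. With the replicate number as a block, the deficit was -6.16 points with p = 0.111 (exact permutation test over 36 label arrangements), and 0 contexts and 0 pairs passed, with 3 contexts and 12 pairs at an unadjusted p below 0.05. Same-numbered libraries did not deviate together: 2 of 9 correlations exceeded 0.1, between -0.282 and 0.324, and 4 of 9 libraries correlated best with their own number. Leaving out an arrangement leaves 3 libraries against 3, which cannot go below 0.1, so it gave no count; no other base calls were listed, so the denominator had no alternative. Counting error was at most 0.187 points if every read counts as independent. Replicates spread by a median of 269, 168 and 3629 times the variance of read counting in Arrangements 1, 2 and 3. The number of independent molecules behind the reads is not known, so their depth may limit the values more.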

Other observations

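The codon products and all tests below were chosen after the results were seen.

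The values at the AAC triplet, which encodes asparagine, were combined into codons by multiplying the shares at its adenines as though independent, in each library. On the coding strand, adenine, cytosine and guanine in the cDNA read as U, G and C. The product gave 57.9% ± 7.41 changed codons, with 16.8% ± 3.63 tyrosine (UAC), 11.8% ± 0.862 serine, 10.03% ± 1.52 aspartate (GAC), 5.93% ± 1.52 threonine (ACC), 3.92% ± 1.23 cysteine (UGC), 2.34% ± 0.644 glycine (GGC), 1.99% ± 0.753 histidine (CAC), 1.70% ± 0.587 isoleucine (AUC) and 1.41% ± 0.290 alanine (GCC; SD, n = 9), and at most 0.740% for each other amino acid. Reads were not held singly here, so joint changes were not measured. The study counted codons on a random subset of reads pooled over replicates and templates, while this product is a mean over libraries. The study reported a higher share of changed codons and a lower share of tyrosine. Whether the adenines change independently was not tested here. With 40.8% changed at the first adenine and 29.1% at the second, the study's share of changed codons leaves few codons changed at both. Tyrosine would then lie near the 23.8% adenine incorporation at the first adenine, above the study's share. Under these means, dependence between the adenines alone therefore does not give both reported values.

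Arrangement 3 had lower misincorporation than the others. Loss of mutated reads at the template ends does not account for it alone: over the 9 contexts with under 2% of reads missing in Arrangement 3, the difference from the mean of the others was -6.88 points, with 22.3% ± 2.83 against 29.1% ± 0.896 and 29.3% ± 0.657 (SD, n = 3; exact permutation test, p = 0.0321). A share of unmutated molecules mixed into the libraries would lower every context by 1 factor. The natural log of the ratio of Arrangement 3 to Arrangement 1 had an SD of 0.161 over contexts, against at most 0.102 between replicates of any arrangement, but rearrangement spreads that ratio by itself, with an SD of 0.303 between Arrangements 2 and 1, so such a share is not excluded. Among the libraries of Arrangement 3 itself that SD reached 0.102, against 0.0866 in Arrangements 1 and 2, so a common factor between these libraries cannot be told apart from other differences by the spread. Such a share, loss of whole reads in alignment, and an effect of the arrangement on bRT, stay open.

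UAG and GAU were higher in Arrangement 2 by 18.8 and 12.7 points than the mean of the others. With missing reads of the other arrangements counted as misincorporated, the Arrangement 2 mean still exceeded the highest other library by at least 10.3 points. Few reads were missing there: 1.36% at UAG and 1.38% at GAU in Arrangement 1, and 0.0782% at GAU in Arrangement 3. In Arrangement 3, UAG was itself the deepest adenine, the reference for missing reads. The measure therefore covers only reads lost at single adenines relative to the deepest one, and not reads lost whole in alignment. Both contexts have another base 2 nt from the adenine in Arrangement 2 alone, and the largest deviation in Arrangement 2 among the 13 contexts with the same 2 bases on each side was 8.01 points, so the wider flank is a candidate explanation. Differences as large as that of GAU also occur with unchanged flanks, since the range between arrangement means was 18.9 points in CAA and 14.5 in CAC, lowest in Arrangement 3, against 19.9 in UAG and 13.5 in GAU (11.2 and 4.58 against 16.5 and 11.1 with libraries scaled to one mean). CAG, whose base at that distance differs in Arrangement 1 alone, had a range of 3.62 points between arrangement means, so such a change does not always go with a large difference. Place at an end of the template stays open for both. With libraries scaled to one mean, UAG rose at the 5' end by 16.1 points and GAU at the 3' end by 10.4 points. The 2 other contexts that lie at the 5' end in one arrangement changed there by a mean of -2.94 points (CAG -3.05, CAC -2.83). The 2 at the 3' end changed by a mean of 7.55 points (GAG 6.14, GAC 8.96). At each end 1 of the 2 lacks reads at that place, CAC by 19.2% and GAC by 8.90%, which leaves 1 context to decide. The test was first run over the 4 end contexts together, with a mean rise of 2.31 ± 6.17 points (SD, n = 4). It was split by end, with new bounds, after the values were seen. Both contexts rose at the 3' end and both fell at the 5' end, but for these reasons the test decides for neither end.

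Guanine reads at NAG adenines were present in some libraries and nearly absent in others. Of 36 counts, 16 were 3 reads or fewer and the rest lay between 78 and 1858, a step of 26.0-fold, with 10 of the low counts in Arrangement 1, 0 in Arrangement 2 and 6 in Arrangement 3. Sequencing error would give alike shares in replicates, but 6 of 12 pairs of adenine and arrangement had replicates more than 10 times apart, which is exactly the number set as the bound. Few independent molecules, each copied many times in the PCR, may give such counts; replicates spread by a median of 269, 168 and 3629 times the variance of read counting in Arrangements 1, 2 and 3. The low counts do not follow that order, since Arrangement 3 had the widest spread and fewer low counts than Arrangement 1, so the explanation stays a candidate. A difference between cultures would also widen that spread and was not tested.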
